A study of Mus musculus with 6 samples. Its data were reported in "Intestinal NSD2 Aggravates Nonalcoholic Steatohepatitis Through Histone Modifications" (2024).

How the data were processed

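RNA sequencing of mouse colon was analysed in 2 groups of 3 libraries each. The Nsd2ΔIE mice lacked NSD2, a histone methyltransferase that places dimethyl marks on lysine 36 of histone H3, in the intestinal epithelium. The Nsd2fl/fl mice carried the floxed gene without its deletion and served as controls. All animals had received a high-fat, high-cholesterol diet (HFCD), for 16 weeks per the labels. Groups and replicate numbers were taken from the labels, and no library was left out.

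Total RNA was extracted with TRIzol. The authors deposited, for each library, a whole-number read count per gene symbol. The authors also deposited an FPKM value (reads scaled to gene length and to the library total) per gene symbol. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated. For the 17863 genes with reads in every library, the gene length implied by each pair of deposited count and FPKM was a whole number shared by all 6 libraries, to within 0.0638 bases, so FPKM was derived from the same counts and the column totals without further scaling. The count tables listed 24517 genes, each with at least 1 read in some library, and held no row for unassigned reads. Totals ranged from 38041832 to 38604680 counts per library, so 3 counts, the most that a count of 0 allows, correspond to less than 0.1 CPM (counts scaled to a common library total). Intervals and floors of this kind cover counting error only. The depth was similar in all libraries and was not the limit on precision for genes of moderate level. The limit was the spread between animals, with a common dispersion of 0.0967 in the count model (a biological coefficient of variation of 0.311).

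Before averaging, the libraries were compared pairwise over genes with at least 20 counts in a pair. The chi-square statistic divided by its degrees of freedom was at least 35.46 for every pair. That is far above the value near 1 of the same library sequenced again, and identical counts deposited again would give less still. All 6 libraries were kept as separate samples.

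Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes of low count were removed with filterByExpr, which left 16347 genes. Library sizes were scaled by TMM factors, and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) compared Nsd2ΔIE with Nsd2fl/fl without covariates. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Adjusted p-values below are from this test unless another tool is named. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. A second threshold followed the one used in the study, an unadjusted p under 0.05 with a fold change over 1.25 (a log2 fold change of 0.322), and was applied in each direction. CPM values were scaled by the TMM factors. Log2 CPM values for principal components and gene set tests used a prior count of 2.

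The gene lists and the alternatives were fixed before the data were examined, except where stated. The lists covered the NSD family, ER stress sensors, barrier, inflammation, lipid absorption and JNK pathway genes, the sex-linked genes as a label check, a hand-written list of 165 genes for protein processing in the endoplasmic reticulum (ER), which is not the KEGG list, and 14 lists of cell type markers. Lists for circadian clock genes (named positive arm and negative arm), genes that escape X inactivation, Hox genes and heat shock genes were written later, with the data in view. The values of 1 gene of the barrier list are not reported here, although the counts over all study lists include it. Gene lists were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01, and with fry, both two-sided. The ER list was also tested among the genes past the second threshold by Fisher's exact test, two-sided, against all genes tested. A list score is the mean log2 CPM over the list in a library. The named genes are those of the study lists, the sex-linked genes, and, in each direction, the 5 genes with the largest change among those with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the groups. Where fewer than 5 qualified, the genes with the smallest p that met the other criteria completed the 5. Chromosomes were taken from a RefSeq gene table of assembly GRCm38.p6 by gene symbol, which matched 23786 of the 24517 genes. Coordinates were not used here, since the build of the counts was not stated.

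The same fit was tested on simulated counts drawn for the real genes with the means, dispersions and library sizes of the real libraries. Among 16082 genes tested, 200 had been changed, all drawn from genes with an average log2 CPM over 1. Counts were drawn independently for each gene, without differences between libraries that many genes share. The rates below therefore do not carry over to genes of lower level or to the false calls of the real comparison. The fit recovered 83 of 100 genes changed 4-fold and 22 of 100 changed 2-fold at an adjusted p under 0.05, with 6 false calls, and the sign of the change was right for 197 genes.

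The alternatives were RLE factors, upper-quartile factors and library totals alone in place of TMM, the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, no filter on low counts, a minimum mean of 10 counts, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) of the deposited FPKM values, the replicate number as a block, and the removal of each library in turn. Further alternatives were an adjusted p under 0.1, a fold change over 1.5, fry, and camera with an estimated correlation. A fit without genes on chromosomes X and Y, and a fit with the split of the libraries along the first principal component as a covariate, were added after seeing the data. All 10 splits of the 6 libraries into 3 against 3 were also fitted. A permutation test of 3 against 3 cannot give a p under 0.1.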

Results

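To examine the colon transcriptome after loss of intestinal NSD2, counts from 3 Nsd2fl/fl and 3 Nsd2ΔIE mice fed HFCD were compared. Library totals were 38041832, 38313125 and 38066060 counts in Nsd2fl/fl replicates 1 to 3 and 38543280, 38604680 and 38415584 counts in Nsd2ΔIE replicates 1 to 3. Between 20334 and 21312 genes had at least 1 read in a library, and 16347 genes were tested. The 10 most abundant genes took from 7.46% to 11.8% of the counts, and mitochondrial genes from 3.07% to 4.85%.

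The targeted gene was examined first as a check of the labels. Nsd2, on chromosome 5, had 1840, 2091 and 2455 counts in the Nsd2fl/fl libraries and 972, 914 and 1139 counts in the Nsd2ΔIE libraries. Its level fell from 58.6 ± 10.6 CPM to 25.01 ± 2.24 CPM (SD, n = 3 per group), and all 3 Nsd2ΔIE values lay below all 3 Nsd2fl/fl values. The log2 fold change was -1.23 (SE 0.159), with an unadjusted p of 0.000133 and an adjusted p of 0.302 over all genes. Adjusted over the list alone (the 3 NSD family genes), the p of Nsd2 was 0.000399. The fold change moved most with log2(FPKM + 1), to -0.75, and the adjusted p with DESeq2, to 3.81e-07, the lowest in a range that reached 0.99 over 18 alternatives. The other family members fell less. Nsd1 had a log2 fold change of -0.23 (SE 0.116) and Nsd3 of -0.14 (SE 0.0964), with adjusted p-values of 0.519 and 0.632.

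The sex-linked genes separated the groups completely. Xist, the X-linked transcript made by female cells, had 4, 0 and 3 counts in the Nsd2fl/fl libraries and 24234, 21217 and 23403 counts in the Nsd2ΔIE libraries. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 6110, 5208 and 5058 counts in the Nsd2fl/fl libraries and 0, 0 and 1 counts in the Nsd2ΔIE libraries. Against a floor of 3 counts, they were at least 453-fold, 492-fold, 702-fold and 325-fold lower in Nsd2ΔIE, in that order. The fitted adjusted p-values of these 5 genes lay between 0.000515 and 0.00431. All 3 Nsd2fl/fl libraries therefore had the pattern of male tissue and all 3 Nsd2ΔIE libraries that of female tissue, so genotype and this pattern cannot be told apart in any comparison below. Each Y-linked gene has an X-linked homolog, and how the counting divided reads between them was not stated. Xist overlaps an antisense gene, and the use of strand in counting was not stated either.

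**Figure D1:**
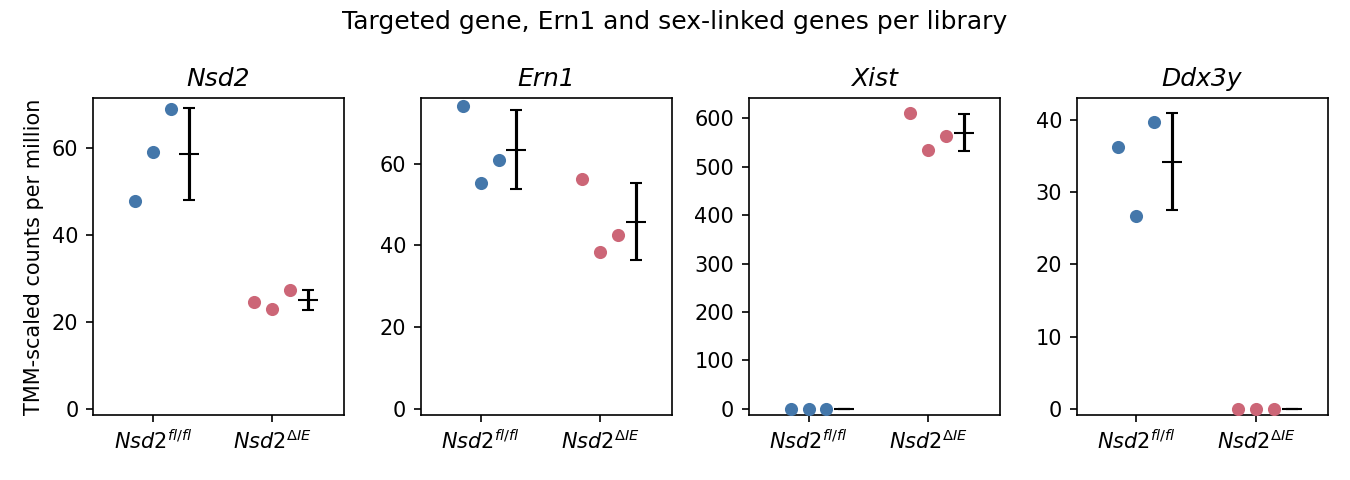
TMM-scaled CPM (vertical axes, linear) of Nsd2, Ern1, Xist and Ddx3y in each of the 3 Nsd2fl/fl and 3 Nsd2ΔIE libraries (points), with the group mean and SD beside them (bars). Nsd2 was lower in every Nsd2ΔIE library, Ern1 overlapped between the groups, and Xist and Ddx3y parted the groups with almost no counts on one side.

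Transcriptome-wide differences between the genotypes were then counted. At an adjusted p under 0.05, 5 genes differed, 1 higher and 4 lower in Nsd2ΔIE, and these were Xist and the 4 Y-linked genes. No other gene passed, and the smallest adjusted p outside chromosomes X and Y was 0.07 (Tmem200b). At an unadjusted p under 0.05 there were 1816 genes, against 817.4 that chance alone gives on average. DESeq2 moved the count most, to 466 genes with an adjusted p under 0.05, of which 415 were higher and 51 lower, and 440 lay outside chromosomes X and Y. Of the 16347 genes, 3050 (18.7%) had no overlap between the groups, where chance gives 10%.

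At the threshold of the study, 361 genes were lower and 1316 were higher in Nsd2ΔIE, so that 78.5% of the genes past it were higher. The split depended on the scaling. With library totals alone, 142 genes were lower and 1717 higher (92.4%), and with upper-quartile factors 200 were lower and 1577 higher (88.7%). Library totals alone moved the median log2 fold change of all genes by 0.127 from the -0.04 obtained with TMM, and the directions below are relative to TMM unless stated. The number of lower genes also rested on single libraries, with 747 without Nsd2fl/fl replicate 1 and 146 without Nsd2ΔIE replicate 3. Without Nsd2ΔIE replicate 3, 675 genes were higher.

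Among the 5 ER stress sensors, all fitted log2 fold changes were below 0, with Atf6 above 0 under library totals alone and in both FPKM fits. Ern1, on chromosome 11, had 63.5 ± 9.7 CPM in Nsd2fl/fl and 45.8 ± 9.38 CPM in Nsd2ΔIE (SD, n = 3 per group). Its log2 fold change was -0.47 (SE 0.182), with an unadjusted p of 0.0372, an adjusted p of 0.42 over all genes and of 0.126 adjusted over the list alone. One Nsd2ΔIE library, replicate 1 with 56.3 CPM, lay above Nsd2fl/fl replicate 2 with 55.3 CPM. The direction held in all 18 alternatives, and the unadjusted p was under 0.05 in 10 of them and reached 0.142 in the others. The adjusted p ranged from 0.28 to 0.99. Eif2ak3 was lower in every Nsd2ΔIE library, with a log2 fold change of -0.21 (SE 0.0886) and an unadjusted p of 0.0506. Hspa5 had the largest fitted fall, -0.79 (SE 0.437), but its Nsd2fl/fl values ranged from 569 to 1982 CPM. Without Nsd2fl/fl replicate 3 its log2 fold change was -0.17. The same removal brought Xbp1 to -0.083. In the full comparison, Xbp1 (-0.27, SE 0.18) and Atf6 (-0.09, SE 0.105) had adjusted p-values of 0.631 and 0.771. No sensor had an adjusted p under 0.05, and 1 of the 5, Ern1, had an unadjusted p under 0.05. As a list, the 5 sensors had a median log2 fold change of -0.27, and their list score was lower in every Nsd2ΔIE library, though replicate 1 of both groups scored 7.21. All 5 genes are also on the list of protein processing in the ER below. The unadjusted p of the list was 0.0118 with camera and 0.0377 with fry, and 0.128 with camera and an estimated correlation. Camera with the preset correlation gave at most 0.0395 over 18 alternatives. Whether Ern1 differed from the other sensors was not tested.

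**Figure D2:**
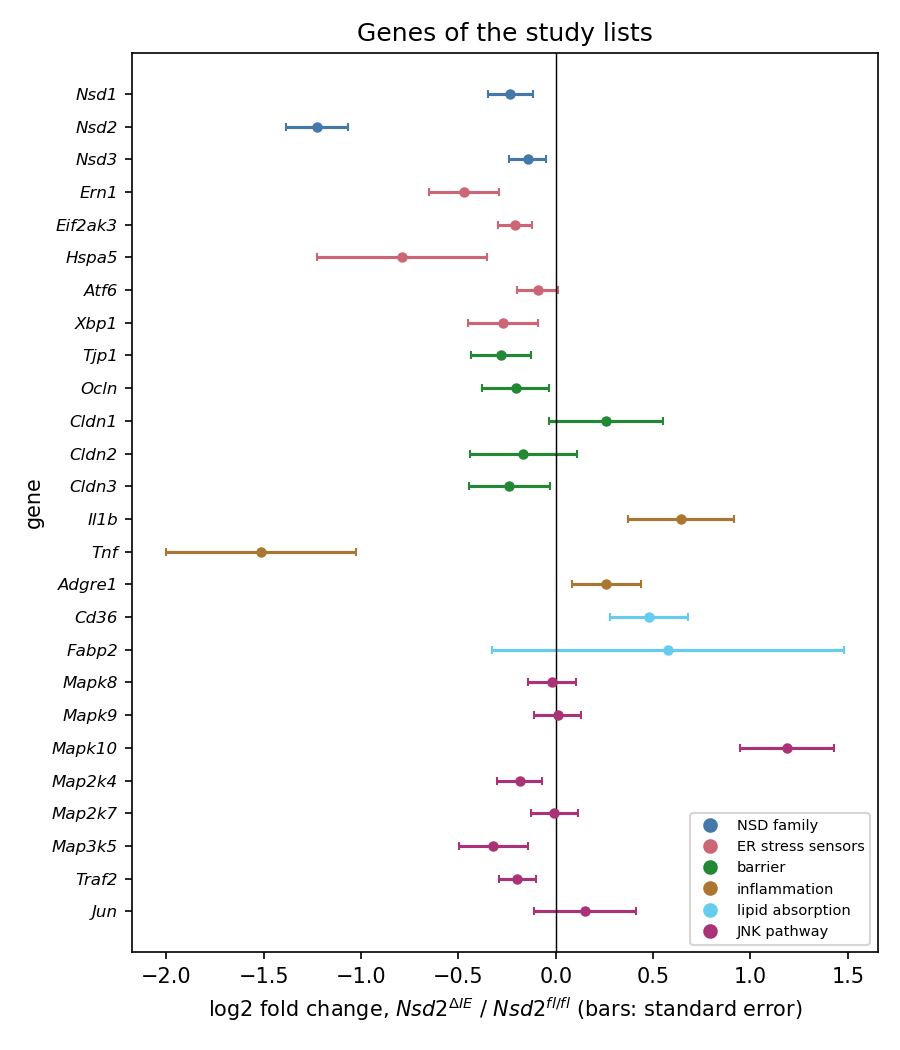
Log2 fold change of Nsd2ΔIE against Nsd2fl/fl (horizontal axis) for tested genes of the study lists, coloured by list, with the standard error of each as a bar. Nsd2 and Tnf fell furthest and Mapk10 rose furthest, and none but the Nsd2 and Mapk10 genes passed an adjusted p of 0.05 over its list alone.

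Genes of the epithelial barrier, inflammation, lipid absorption and the JNK pathway addressed the other questions of the study. Of the 29 genes on all study lists, 27 were tested, 19 were lower and 8 higher, 6 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over all genes. Adjusted over the list alone, 2 genes had a p under 0.05, Nsd2 and Mapk10. Of the barrier genes, Tjp1 had a log2 fold change of -0.28 (SE 0.153, adjusted p = 0.558) and Cldn1 of 0.26 (SE 0.294, adjusted p = 0.774). Ocln, Cldn2 and Cldn3 had fitted changes of -0.21, -0.17 and -0.24. Across the fits that each left out one library, Cldn3 ranged from -0.36 to -0.0011, the latter without Nsd2fl/fl replicate 2. Of the inflammation genes, Tnf fell from 1.54 ± 0.714 to 0.535 ± 0.185 CPM (SD, n = 3 per group), a log2 fold change of -1.51 (SE 0.487) with an adjusted p of 0.352. Its counts were few, from 14 to 79 per library. Il1b was higher in every Nsd2ΔIE library, with a log2 fold change of 0.64 (SE 0.273) and an adjusted p of 0.452, and Adgre1 had 0.26 (SE 0.177). Il6 and Cxcr2 had at most 4 and 5 counts in a library and were left out of the main fit by the filter. Il6 had 1, 4 and 3 counts in Nsd2fl/fl and 0, 0 and 1 in Nsd2ΔIE. Cxcr2 had 3, 1 and 5 counts against 0, 0 and 2. Both thus leaned lower in Nsd2ΔIE, with counts too few to settle a difference. For lipid absorption, Cd36 had a log2 fold change of 0.48 (SE 0.2, adjusted p = 0.446) and Fabp2 of 0.58 (SE 0.902, adjusted p = 0.835). That of Fabp2 rose to 2.35 without Nsd2fl/fl replicate 2. It fell to 0.14 without Nsd2fl/fl replicate 1 and to 0.15 without Nsd2fl/fl replicate 3. In the JNK pathway, Mapk10 rose from 2.86 ± 0.671 to 6.52 ± 0.625 CPM (SD, n = 3 per group), a log2 fold change of 1.19 (SE 0.24). Its adjusted p was 0.302 over all genes and 0.0145 adjusted over the list alone, and DESeq2 gave an adjusted p of 0.00183, within a range of 0.00183 to 0.99 over the 18 alternatives. The other 7 JNK pathway genes had log2 fold changes between -0.32 and 0.15 and adjusted p-values of at least 0.512. Mapk8 and Map2k7 changed sign with the scaling.

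The list of genes for protein processing in the ER was tested as a whole. Of its 160 tested genes, 133 were lower and 27 higher in Nsd2ΔIE, with a median log2 fold change of -0.17. Camera with its preset correlation gave an unadjusted p of 1.77e-06. Fry gave 0.135 and camera with an estimated correlation of 0.158 gave 0.207, so in the full comparison this call did not hold when the correlation between the genes was taken from the data. Over the 18 alternatives the fry p ranged from 0.0115 without Nsd2fl/fl replicate 1, the only one under 0.05, to 0.886 with library totals alone. The list scores were 6.16, 6.3 and 6.45 in Nsd2fl/fl and 6.18, 6.18 and 6.19 in Nsd2ΔIE, where Nsd2fl/fl replicate 1 lay below all Nsd2ΔIE libraries. Among the 361 lower genes, 8 were on the list, with an odds ratio of 2.36 (95% confidence interval 0.993 to 4.82) and a Fisher's exact p of 0.0259. They were Ero1a, Edem1, Sel1l, Hspa4l, Derl3, Syvn1, Ddost and Ern1, and their smallest adjusted p was 0.306. Without Nsd2fl/fl replicate 1, 44 of the lower genes were on the list, with an odds ratio of 8.53, and without Nsd2fl/fl replicate 3 there were 2, with an odds ratio of 0.457. Among the 1316 higher genes, 5 were on the list, with an odds ratio of 0.366 and a Fisher's exact p of 0.0184.

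By the rule for named genes, the sex-linked genes and Nsd2 were joined by 4 genes that were higher in every Nsd2ΔIE library. Tmem200b, on chromosome 4, rose from 11.7 ± 0.0738 to 25.01 ± 0.754 CPM (SD, n = 3 per group), a log2 fold change of 1.10 (SE 0.11, adjusted p = 0.07). Its adjusted p ranged from 3.01e-14 to 0.95 over 18 alternatives and passed 0.05 with DESeq2 and with log2(FPKM + 0.1), where it was 0.042. Col23a1 had a log2 fold change of 1.38 (SE 0.189), Prkar1b of 0.92 (SE 0.137) and Aebp1 of 0.89 (SE 0.133), each with an adjusted p of 0.302.

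Cell type marker lists were compared between the groups. Camera gave an adjusted p under 0.05 for 4 of the 14 lists, and fry for 0, with 2 lists at an unadjusted fry p under 0.05. Smooth muscle markers (median log2 fold change 1.22), enteric nervous system markers (1.01) and adipocyte markers (2.43) were higher, and their list scores lay higher in every Nsd2ΔIE library. Without Nsd2ΔIE replicate 3 the median of the adipocyte markers was 1.27. The unadjusted fry p was 0.0718, 0.0167 and 0.0219, in that order. General epithelial markers were lower (-0.31, camera adjusted p = 0.0152, unadjusted fry p of 0.26), and this call was lost without Nsd2fl/fl replicate 2, where the camera adjusted p was 0.547 and the median log2 fold change -0.055. The other 10 lists had camera adjusted p-values of at least 0.0585. Their median log2 fold changes were 0.15 for colonocytes, -0.13 for goblet cells, -0.01 for stem and proliferating cells, 0.0026 for enteroendocrine cells, 0.04 for fibroblasts, 0.21 for endothelium, -0.71 for B and plasma cells, 0.43 for T cells, 0.15 for macrophages and -0.18 for neutrophils.

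The libraries did not group by genotype along the first principal component, which held 51% of the variance. Nsd2fl/fl replicates 1 and 3 and Nsd2ΔIE replicate 1 had scores of -50.4, -55.2 and -34.9, and Nsd2fl/fl replicate 2 and Nsd2ΔIE replicates 2 and 3 had scores of 55, 53 and 32.4. The second component held 28.4%. The labels gave no batch for this split. Within the libraries of negative score, 2 against 1, the log2 difference between the genotypes was -1.23 for Nsd2 and -0.25 for Ern1. Within those of positive score, 1 against 2, it was -1.23 for Nsd2 and -0.45 for Ern1. No test was made within either set alone, since each set held 1 genotype with only 1 library. The fit of all 6 libraries with this split as a covariate, added after seeing the data, kept both genes lower in Nsd2ΔIE. Its unadjusted p was 0.000176 for Nsd2 and 0.0273 for Ern1, with adjusted p-values of 0.28 and 0.331.

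**Figure D3:**
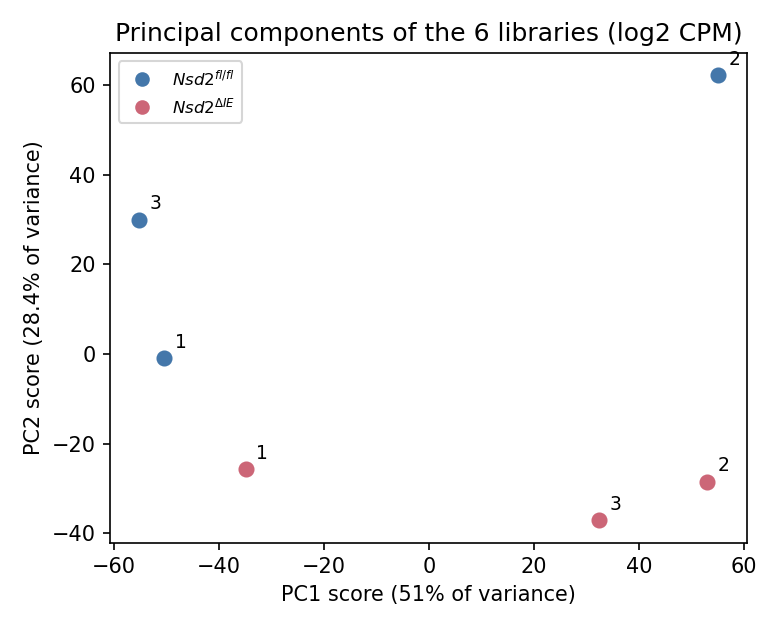
Scores of the 6 libraries on the first (horizontal axis) and second (vertical axis) principal components of log2 CPM, labelled by replicate number and coloured by genotype. Both genotypes are found at each end of the first component, and the 3 Nsd2ΔIE libraries have the lowest scores on the second.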

Values the study reported

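The study reported that 506 of 19423 expressed genes were lower after NSD2 knockout, at p < 0.05 and a fold change above 1.25. The mice of this comparison were described as having received HFCD for 18 weeks.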

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

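The fitted direction of Nsd2 and Ern1 was the same in all 18 alternatives. The log2 fold change of Nsd2 lay between -1.36 and -0.75 and that of Ern1 between -0.64 and -0.31. Ern1 never reached an adjusted p under 0.05. Nsd2 did so with DESeq2, with a log2 fold change of -1.22. DESeq2 also raised the number of genes with an adjusted p under 0.05 from 5 to 466, among them all 5 sex-linked genes, and 2 genes of the study lists, Nsd2 and Mapk10. It left the adjusted p of 331 genes undefined. The cause was not tested. Log2(FPKM + 0.1) added 1 gene to the 5, Tmem200b. Without genes on chromosomes X and Y, an alternative chosen after seeing the data, 0 genes passed and 1741 had an unadjusted p under 0.05, since the 5 genes lie there. The fits that each left out one library gave from 3 to 5 genes. Ddx3y and Uty were lost without Nsd2fl/fl replicate 1 or 3.

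Of the gene counts, that of genes lower at the threshold of the study, 361, moved in the most alternatives. It stayed within 1.5-fold in 5 of 19. It was 200 with upper-quartile factors, 142 with library totals alone, 108 with log2(FPKM + 1) and 138 with log2(FPKM + 0.1), which carry no composition factors. It was 594 with limma-voom, 607 without a filter on low counts and 164 at a fold change over 1.5. With the split along the first principal component as a covariate, chosen after seeing the data, it was 543. Across the 6 fits that each left out one library it ranged from 146 to 747. The genes shared with the 361 numbered 329 with limma-voom, 240 without Nsd2fl/fl replicate 1 and 123 without Nsd2ΔIE replicate 3. The number of higher genes, 1316, stayed within 1.5-fold except in fits without one library, which gave 675 to 1720. The causes were not tested, apart from the stricter fold change.

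The camera call of the ER list was kept in the 18 alternatives that used the preset correlation and lost in the 2 that did not, fry (0.135) and an estimated correlation (0.207). The fry p was itself unstable and ranged from 0.0115 without Nsd2fl/fl replicate 1 to 0.886 with library totals alone. Its Fisher's exact p among lower genes rose to 0.163 with library totals alone, 0.285 with log2(FPKM + 1), 0.392 with log2(FPKM + 0.1), 0.115 with the principal component split and 0.217 at a fold change over 1.5. It ranged from 5.16e-23 to 0.653 across the fits that each left out one library, and without Nsd2fl/fl replicate 3 the odds ratio fell below 1 (Fisher's exact p of 0.453). The number of marker lists with a camera adjusted p under 0.05 was 7 with library totals alone, 7 with log2(FPKM + 1) and 7 with log2(FPKM + 0.1), in place of 4. The lists added were goblet cells, endothelium, and B and plasma cells. For B and plasma cells the camera adjusted p was 0.000192 without Nsd2fl/fl replicate 2 and 0.754 without Nsd2fl/fl replicate 3. For endothelium it was 0.0193 without Nsd2fl/fl replicate 1 and 0.233 without Nsd2fl/fl replicate 2.

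The replicate number as a block gave 602 lower genes and a Fisher's exact p of 0.0891 for the ER list. The deviations of libraries with the same number from their group means had correlations of 0.501, 0.643 and -0.166, so the numbers did not pair the libraries.

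Some directions reversed. For marker lists the direction is that of the camera test, which in the full comparison was lower for colonocytes (despite a median log2 fold change of 0.15), for stem and proliferating cells and for B and plasma cells, and higher for enteroendocrine cells and macrophages. In the fits with a reversed direction, the camera p was 0.738 for colonocytes with the block, 0.956 and 0.974 for enteroendocrine cells with library totals alone and with log2(FPKM + 0.1), and 0.797, 0.992 and 0.947 for enteroendocrine, stem and proliferating, and B and plasma cells with the principal component split. Across all fits that each left out one library, reversed or not, it ranged from 0.133 to 0.89 for colonocytes, 0.469 to 0.948 for stem and proliferating cells, 0.163 to 0.912 for enteroendocrine cells and 0.0256 to 0.843 for macrophages. Log2 fold changes of Atf6, Mapk8 and Map2k7 became 0.032, 0.11 and 0.11 with library totals alone, 0.031, 0.084 and 0.11 with log2(FPKM + 1), and 0.034, 0.10 and 0.12 with log2(FPKM + 0.1). With upper-quartile factors Mapk8 had 0.048 and Map2k7 0.060. Map2k7 had 0.046 with the principal component split and 2.41e-05 with a minimum mean of 10 counts, and Mapk9 had -0.020 without a filter. Across the fits that each left out one library, Cldn1 ranged from -0.054 to 0.43, Cldn2 from -0.35 to 0.16, Mapk8 from -0.11 to 0.044, Mapk9 from -0.086 to 0.090, Map2k7 from -0.066 to 0.087 and Jun from -0.092 to 0.45. The causes were not tested. Of the comparisons of single genes and marker lists with their alternatives, 814 kept direction and side of the threshold, 5 became weaker, 21 stronger and 36 reversed.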

Other observations

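The tests of gene length and GC content, the test of smooth muscle within the genotypes and the counts of splits were fixed before their values were seen, and the other tests in this section were chosen after the patterns had been seen.

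With 3 libraries against 3 there are 10 splits, and no result can stand out at a share under 0.1. For the number of genes with an adjusted p under 0.05, 2 of the 10 splits of the 6 libraries gave as many genes as the genotypes. The other was the split along the first principal component, which gave 753 genes against 5. For the number of lower genes at the threshold of the study, 4 of the 10 splits gave as many genes on one side. Here the larger side of each other split was set against the smaller side of the genotypes, 361. Among the other splits, only that along the first principal component reached this number on its smaller side, with 1245 genes. For the number of higher genes 1 of the 10 gave as many, the genotypes themselves. For the ER list, 4 of the 10 splits gave as small a camera p and 4 of the 10 as small a Fisher's exact p. For the other splits the smaller Fisher's exact p of either side was taken, and for the genotypes that of the lower genes. In the 3 other splits with as small a p for this list, Nsd2fl/fl replicate 1 stood together with 2 of the Nsd2ΔIE libraries. For the list of ER stress sensors, 2 of the 10 splits gave as small a camera p. For the number of marker lists with a camera adjusted p under 0.05, 6 of the 10 gave as many.

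The most surprising pattern was that the sex-linked genes separated the genotypes in all 6 libraries, since the study described male littermates. Swapped genotype labels were argued against by Nsd2, which was lower in every library labelled Nsd2ΔIE (log2 fold change -1.23). A loss of Y-linked reads from male animals would leave Xist low, whereas the lowest Xist count among Nsd2ΔIE libraries was 21217. A mixture of male and female tissue was limited by the Y-linked reads, since 3 counts allow at most 0.055% of male tissue. Female animals in the Nsd2ΔIE group are a candidate explanation. Genes that escape X inactivation, which female cells express from both copies, were higher as a list of 7 (median log2 fold change 0.27, camera p of 0.00151, fry p of 0.00949, 7 of 7 genes above 0). Some of these genes have Y-linked homologs whose reads could be divided in counting. X-linked genes other than Xist were also past the threshold of the study more often than autosomal genes, 68 of 508 (13.4%) against 10.2%, with an odds ratio of 1.36 (Fisher's exact p of 0.0213), which may reflect sex as well. Genes are not independent replicates in that test.

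Whether differences outside the sex-linked genes, those of Ern1 and the ER list included, came from NSD2 or from sex cannot be told apart. The number of libraries whose sex-linked genes parted from their genotype was 0, and no fit with sex as a term can be had. The fit without genes on X and Y does not remove an effect of sex on autosomal genes. A lower share of epithelium in the Nsd2ΔIE tissue also stays open for Ern1, the ER list and the lower barrier genes. The general epithelial markers had a median log2 fold change of -0.31, against -0.17 for the ER list and -0.47 for Ern1. Tjp1, Ocln, Cldn2 and Cldn3 had -0.28, -0.21, -0.17 and -0.24, and Cldn1 had 0.26. Without Nsd2fl/fl replicate 2 the medians were -0.055 for the epithelial markers and -0.14 for the ER list. The values do not settle it.

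Among the genes past the threshold of the study, more were higher than lower in Nsd2ΔIE, 1316 against 361. With TMM it was less marked among genes without overlap between the groups, of which 1860 were higher and 1190 lower. The median of all genes is set by the scaling and does not bear on it. Scaling was not settled as the cause. The share of higher genes past the threshold was at least 78.8% under each other scaling tried, but all of these moved the median log2 fold change up relative to TMM, the least by 0.0032, and none could have lowered the share. Gene length was argued against, with a lowest share of 77.7% in any range when the genes were divided into 3 equal ranges of length. GC content as the only cause was argued against, with a lowest share of 73.9% in any of 3 ranges of GC (94.5% of the genes had a value). The share was 87.6% in the range of highest GC, so a contribution of GC content stays open. A candidate explanation is more muscle, nerve and fat in the Nsd2ΔIE tissue pieces. The smooth muscle, enteric nervous and adipocyte lists, which share no gene with another list, were all higher, with a largest camera p of 6.34e-06 among them. This p does not settle it, since the fry p of the smooth muscle list was 0.0718 and 1 split other than the genotypes gave that list a smaller camera p (1.08e-07). The abundant smooth muscle genes moved together, with Myh11 rising from 598 ± 265 to 1520 ± 532 CPM and Acta2 from 624 ± 272 to 1430 ± 517 CPM (SD, n = 3 per group), although these genes are normal constituents of colon. All 11 smooth muscle and all 11 enteric nervous genes were higher. Within the genotypes, 83.8% of 1306 higher genes followed the smooth muscle score, against 50.7% of the other tested genes and 31.6% of the lower genes. A lower epithelial share alone would raise all other cell types alike, but the smooth muscle score minus the fibroblast score was 1.07 higher (log2) in Nsd2ΔIE, from 1.1 ± 0.698 to 2.18 ± 0.442 (SD, n = 3 per group), without overlap. Whether dissection, genotype or sex set the amount of muscle stays open and was not tested.

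Whether the lower ER list rested on one control library stayed open. The camera p was at most 0.000708 without any one library, but camera with the preset correlation gave a smaller p than the genotypes (4.11e-08, 6.17e-08 and 2.06e-07) in 3 other splits, so that passing it shows no stability. The score of the list in Nsd2fl/fl replicate 1 was below those of all Nsd2ΔIE libraries, and without Nsd2fl/fl replicate 3 the odds ratio among lower genes was 0.457. The heat shock list, of whose 8 genes 5 are on another list, had a median log2 fold change of -0.27 and a camera p of 0.075.

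The libraries fell into 2 sets along the first principal component that crossed the genotypes. Library size was argued against, since the highest total among libraries of negative score, 38543280 counts, was above the lowest of the others, 38313125 counts. A difference in position along the colon may be involved. Hoxb13 had 14052, 12125 and 12288 counts in Nsd2fl/fl 1 and 3 and Nsd2ΔIE 1, and 25, 197 and 1086 in Nsd2fl/fl 2 and Nsd2ΔIE 2 and 3, while Hoxb8 had 2, 4 and 21 against 860, 930 and 567. These genes were chosen after their values were seen. Across 29 tested Hox genes, the paralog number and the loading on the component had a Spearman rho of -0.316 (permutation p of 0.095), which does not settle it, and genes of one cluster are not independent. Position along the colon and other sources of the split cannot be told apart here.

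Clock genes differed between the genotypes, among them Npas2 (log2 fold change -1.91, adjusted p = 0.302), Arntl (-1.56, adjusted p = 0.303) and Hlf (1.05, adjusted p = 0.302), named after their values were seen. The positive arm list had a camera p of 0.0052 and a fry p of 0.0469, and the negative arm list 5.44e-05 and 0.0767. Cry1 went against the list named positive arm, with 0.14, and Nr1d1 against the list named negative arm, with -0.44. The arm names are labels of the lists as written and do not give the role of each gene. Cry1 is itself a repressor of the clock, and the negative arm list also holds the clock output genes Dbp, Tef and Hlf. The score of the negative arm minus that of the positive arm was 1.54 higher (log2) in Nsd2ΔIE. A difference in the time of day at collection may give such a pattern, but the lists were written after clock genes had been noticed, and time was not recorded in the labels. In Nsd2ΔIE replicate 1 against Nsd2fl/fl replicates 1 and 3, which had similar smooth muscle scores, the difference was 1.3. It rests on 1 Nsd2ΔIE library and averages 0.47 against Nsd2fl/fl replicate 1 and 2.13 against replicate 3, so it decides nothing. Time of day, tissue composition, sex and genotype cannot be told apart for these genes.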
